A study of Epimedium pubescens with 12 samples. Its data were reported in "Exploring the dynamic adaptive responses of Epimedium pubescens to phosphorus deficiency by Integrated transcriptome and miRNA analysis" (2024).

How the data were processed

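Small RNA was sequenced from leaves of Epimedium pubescens, a perennial medicinal herb, grown in sand culture. Plants were watered with a nutrient solution holding either 0 mmol/L inorganic phosphate (-P) or 1 mmol/L (+P). Leaves were taken after 30 days (30d) and 90 days (90d), which gives 4 groups of 3 libraries each, with replicates A, B and C in every group. Groups and replicate letters were taken from the labels of the samples.

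Per the labels, libraries were made with the NEBNext small RNA kit, in which adaptors are joined to both ends of small RNA before reverse transcription and PCR. The authors removed reads with adapters or low quality and reads from rRNA, tRNA, snRNA and repeats, and predicted miRNAs from hairpin structure with miREvo and mirdeep2. The aligner, the mismatch rule, the genome build and the miRBase release behind the table are not given in the sources used here. The authors deposited 1 table with a raw read count for each of 220 miRNAs in each of the 12 libraries. Of these miRNAs, 22 carry the prefix aqc and were treated as known, and 198 carry a running number (novel_N) and were treated as predicted. The deposited TPM values equal counts scaled by the table's total for that library (CPM), with no term for length. Group means of the counts, also deposited by the authors, were not used in any test. No per-sample column was left out (0 columns). Counts include PCR copies, because the kit adds no molecular identifiers, so intervals and limits below cover counting error only. No genome or miRNA sequences were used here, so positions, target genes and shared reads between family members were not analysed.

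Library totals ranged from 380316 to 1466897 miRNA counts, a ratio of 3.86. A count of 0 in a single library allows a level of up to 2.05 TPM in the deepest library and 7.89 TPM in the shallowest, taking 3 counts as the limit. Exact Clopper-Pearson 95% intervals were used for the share of a single library.

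Differences between groups were tested on the deposited counts with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM normalization and 1 model of 4 groups over all 12 libraries and no covariate. miRNAs were filtered with filterByExpr at a minimum count of 10, which left 137 miRNAs (16 known and 121 predicted) holding 99.98% of counts. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the miRNAs tested. The standard error (SE) of a log2 fold change was taken as its absolute value divided by the square root of F. It has no meaning for a miRNA at 0 counts in a whole group, for which a lower bound of the fold change was computed from 3 counts over the pooled total of that group. The estimated common dispersion was 0.748, a biological coefficient of variation of 86.5%, and the prior degrees of freedom were 5.60. TMM factors ranged from 0.688 to 1.85.

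The comparisons were 30d -P against 30d +P, 90d -P against 90d +P, 90d -P against 30d -P and 90d +P against 30d +P, and the interaction of phosphorus and time was tested as the difference between the phosphorus effects at 90d and 30d. Each comparison was counted by an adjusted p under 0.05 and also by the rule the study states for miRNAs, which is an unadjusted p under 0.05 with an absolute log2 fold change of at least 1 (called the unadjusted rule below). The study used DESeq2, which was run here as an alternative. Composition measures were compared by exact two-sided permutation tests, which cannot give a p below 0.1 with 3 libraries against 3.

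The choice of miRNAs to name was fixed before the data were examined, as were the main tests and most alternatives. It covered every miRNA of the miR399, miR827 and miR2111 families, which respond to phosphate starvation in plants (only aqc-miR399 occurred in the table), the miRNAs that the study pairs with target genes (novel_124, novel_79, novel_286, novel_188, novel_196 and novel_269), up to 3 higher and 3 lower miRNAs with the smallest adjusted p under 0.05 per comparison, and the 3 miRNAs with the largest mean share of counts. Other miRNAs named in the text were chosen after their values were seen.

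The installed edgeR offers an older and a newer quasi-likelihood method. The fixed design did not name either, and the default of this version, the older method, was taken as the main method. That decision was made when the counts of calls from both methods were already known, and the newer method is given as an alternative. Alternatives fixed beforehand were RLE size factors, library totals only, no filter, a stricter filter (10 counts in 6 libraries), DESeq2 1.42.0 on 12 or on 6 libraries, robust edgeR, edgeR on 6 libraries, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 10), the replicate letter as a block, and leaving out each library in turn. TMMwsp scaling, library totals without aqc-miR166e, the newer edgeR method, and DESeq2 on 6 libraries with no filter were added after the data were seen.

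Replicates of a group were compared by chi-square tests of their counts, and the smallest ratio of chi-square to its degrees of freedom was 157, so no library was treated as a duplicate. The replicate letters were checked as pairs by correlating the deviations of same-letter libraries from their group means. In the 30d comparison of phosphorus levels the correlations were 0.455 for A, 0.236 for B and 0.211 for C, all above 0.1, so the letters were taken to pair these libraries. In the other comparisons at least 1 letter was below that level. The pairing remains an assumption, since the labels do not state it and the study names a completely randomized design. The correlations are not independent of each other, and other matchings of letters were not compared. For tests that regroup libraries within both time points, 200 regroupings are possible, and 100 were drawn at random with the real one included. Of the 200, 80 part every letter pair at 30d, and these were also run in full as a separate set, of which 37 are among the 100 drawn.

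The edgeR steps were tested on simulated data, with negative binomial counts drawn for the 137 miRNAs at the real library sizes and 30 of them changed by 4 on the log2 scale, over 10 simulations per comparison. For 30d -P against 30d +P 62.3% of the changed miRNAs were recovered, with 3.11% of calls false. For 90d -P against 90d +P the values were 60.0% and 2.70%. For 90d -P against 30d -P they were 54.0% and 2.99%, and for 90d +P against 30d +P 60.0% and 2.17%. Simulations without any change gave calls in 0 of 10 runs in each comparison. Unchanged miRNAs had the same mean share in every simulated library, and the 3 most abundant were never changed. The simulations thus do not cover the differences in composition between the real libraries.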

Results

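miRNA levels were measured by small RNA sequencing in leaves of E. pubescens under phosphorus deficiency (-P) and normal phosphorus supply (+P) at 30d and 90d. The table held 220 miRNAs and 11526632 miRNA counts over 12 libraries, 3 per group. Total counts were 667100 ± 120311 (SD, n = 3) in 30d -P, 807181 ± 579508 (SD, n = 3) in 30d +P, 1261527 ± 216296 (SD, n = 3) in 90d -P and 1106403 ± 172344 (SD, n = 3) in 90d +P. The shallowest library was 30d +P replicate B with 380316 counts and the deepest was 30d +P replicate C with 1466897. All 90d -P libraries were deeper than the 30d -P libraries, with an exact permutation p of 0.1 (adjusted 0.4), the smallest that 3 against 3 allows. A library held between 146 and 179 miRNAs with at least 1 count. Of the 220 miRNAs, 137 passed the filter on low counts and were tested.

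The libraries were compared by the correlation of log2 CPM over the 137 tested miRNAs. The mean Pearson r, taken across miRNAs, was 0.886 within groups (0.842 to 0.974) and 0.853 between groups (0.742 to 0.938), so the ranges overlapped. For 4 of the 12 libraries the most similar library belonged to the same group. The first principal component held 30.1% of the variance and the second 17.8%. On the first component the A and B libraries of both 30d groups lay between -14.1 and -9.63, and all 90d libraries lay between 2.17 and 12.3. The 30d replicate C libraries lay at 3.30 for -P and 0.155 for +P, nearer to the 90d libraries than to the other 30d libraries.

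**Figure D1:**
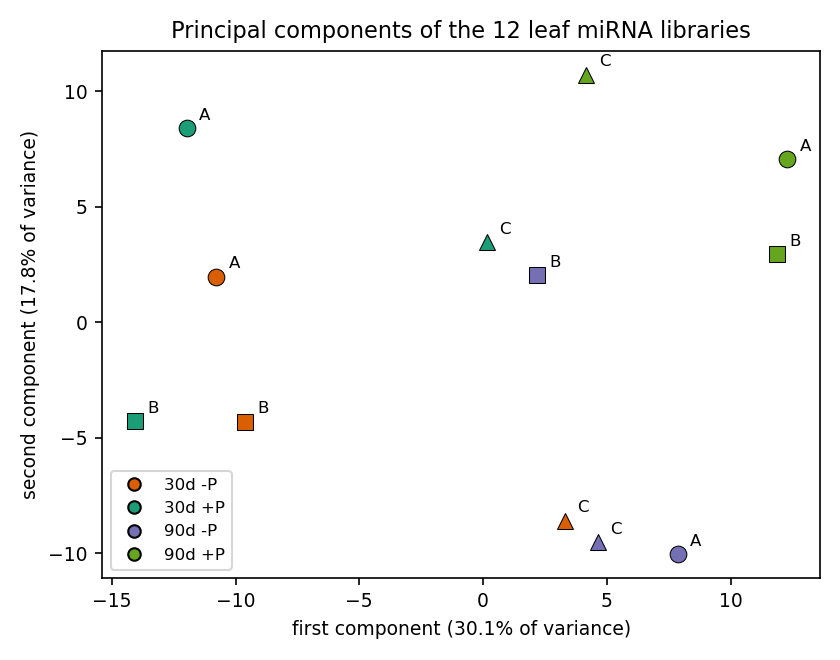
First (x axis) and second (y axis) principal components of log2 CPM for the 12 libraries, coloured by group, with the shape and letter giving the replicate. The A and B libraries at 30d lie at -9.63 or below on the first component, whereas both 30d C libraries lie at 3.30 and 0.155, beside the 90d libraries.

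Most counts came from few miRNAs. aqc-miR166e held 47.2% ± 7.49 (SD, n = 3) of counts in 30d -P, 41.9% ± 5.83 (SD, n = 3) in 30d +P, 58.9% ± 5.97 (SD, n = 3) in 90d -P and 63.9% ± 14.0 (SD, n = 3) in 90d +P. Counting error on this share was small, with half-widths of the exact Clopper-Pearson 95% interval between 0.0779 and 0.158 percentage points per library. The 3 shares in 90d +P were all above those in 30d +P, with an exact permutation p of 0.1 and a Benjamini-Hochberg adjusted value of 0.4 over 4 comparisons. novel_1 had a mean share of 9.48% over the 12 libraries. Its share was 12.4% ± 3.31 (SD, n = 3) in 30d -P, 13.0% ± 3.15 (SD, n = 3) in 30d +P, 6.08% ± 1.21 (SD, n = 3) in 90d -P and 6.45% ± 2.35 (SD, n = 3) in 90d +P. aqc-miR166c had a mean share of 7.67%. In 90d -P novel_1 was below aqc-miR166c, which held 6.59% ± 2.84 (SD, n = 3), and below novel_2, at 62978 ± 7095 TPM (SD, n = 3). aqc-miR166c and aqc-miR166e belong to 1 family, and how reads were divided between family members is uncertain.

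The 22 known miRNAs together held 62.2% ± 10.7 (SD, n = 3) of counts in 30d -P, 61.3% ± 7.78 (SD, n = 3) in 30d +P, 71.6% ± 2.76 (SD, n = 3) in 90d -P and 73.3% ± 10.4 (SD, n = 3) in 90d +P. The phosphorus levels did not differ beyond the spread between replicates at 30d or 90d, with an exact permutation p of 0.8 in both. The known share was higher at 90d than at 30d by 9.33 percentage points under -P (exact permutation p = 0.1) and by 11.9 under +P (exact permutation p = 0.3). The adjusted values over the 4 comparisons were 0.4 and 0.6. The difference under -P was 3.17 percentage points without 30d -P replicate A. That under +P was 7.45 without 30d +P replicate A and 17.9 without 90d +P replicate C. Leaving out aqc-miR166e reduced the difference under -P to 1.19 percentage points and turned that under +P to -7.94.

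The comparison of 30d -P with 30d +P asked how leaf miRNAs respond to the earlier stage of phosphorus deficiency. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 miRNAs with an adjusted p under 0.05, and the smallest adjusted p was 0.962. The count was also 0 with DESeq2 and limma and in every other alternative. At an unadjusted p under 0.05 there were 5 miRNAs, against the 6.85 that chance gives among 137 tests of unpaired libraries. All 5 passed the unadjusted rule, with 3 higher (novel_36, novel_56 and novel_61) and 2 lower (novel_33 and novel_269) under -P. The letters were taken to pair these libraries, so 5 cannot be judged against 6.85. By the same rule, the 4 regroupings that part all 3 letter pairs, the real one included, gave 2 to 7 calls. With library totals as the only scaling the split was 2 higher and 3 lower, and with RLE size factors 3 and 3. It was 8 and 4 with no filter, 4 and 6 with DESeq2 on 12 libraries and 3 and 7 with the newer edgeR method. Library totals moved the median log2 fold change of all tested miRNAs by -0.26. The count moved most without a filter, to 12. It was 2 without 30d -P replicate B, 3 without 30d +P replicate C, 8 without 30d -P replicate A or C, and 11 without 30d +P replicate B. aqc-miR399 was at 11.1 ± 7.79 TPM (SD, n = 3) in 30d -P and 6.06 ± 2.30 TPM (SD, n = 3) in 30d +P. The log2 fold change was 1.13 (SE 1.02) with an adjusted p of 0.986 over all miRNAs. Its unadjusted p in edgeR's quasi-likelihood test was 0.293. Adjustment over the list alone leaves this unchanged, because aqc-miR399 was its only member tested. Leaving out 1 library gave a log2 fold change of 0.217 to 1.40. The lowest was without 30d -P replicate B, which held 15 of the group's 23 counts. novel_124 was not tested at the filter used. It had 0 counts in all 30d -P libraries, and 0, 38 and 3 counts in 30d +P replicates A, B and C. Against a limit of 3 counts over the pooled 30d -P total its level was at least 11.3-fold lower under -P, but replicate B alone supplied most of these counts. Without a filter its adjusted p was 0.628.

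The comparison of 90d -P with 90d +P addressed prolonged deficiency. Here 3 miRNAs had an adjusted p under 0.05 in edgeR's quasi-likelihood test, namely aqc-miR399, novel_36 and novel_73, all higher under -P. aqc-miR399 had 33, 27 and 36 counts in the 90d -P libraries and 0 counts in each 90d +P library. Its level was 26.2 ± 7.90 TPM (SD, n = 3) in 90d -P. The pooled 90d +P total of 3319208 counts allows up to 0.904 TPM, so the pooled 90d -P level of 25.4 TPM was at least 28.1-fold higher. In edgeR's quasi-likelihood test the unadjusted p was 0.000338 and the adjusted p over all miRNAs was 0.0243. novel_36 was at 2992 ± 2603 TPM (SD, n = 3) in 90d -P and 13.4 ± 11.7 TPM (SD, n = 3) in 90d +P. Its log2 fold change was 7.40 (SE 1.57) with an adjusted p of 0.0243. novel_73 had 451, 16 and 306 counts in 90d -P and 0 counts in 90d +P, and was at least 226-fold higher under -P with an adjusted p of 0.0278. For each of the 3 miRNAs, all 3 of the 90d -P libraries were above all 90d +P libraries. In 90d -P replicate B novel_36 was at 141 TPM and novel_73 at 12.1 TPM, against at least 3596 and 299 TPM in replicates A and C.

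**Figure D2:**
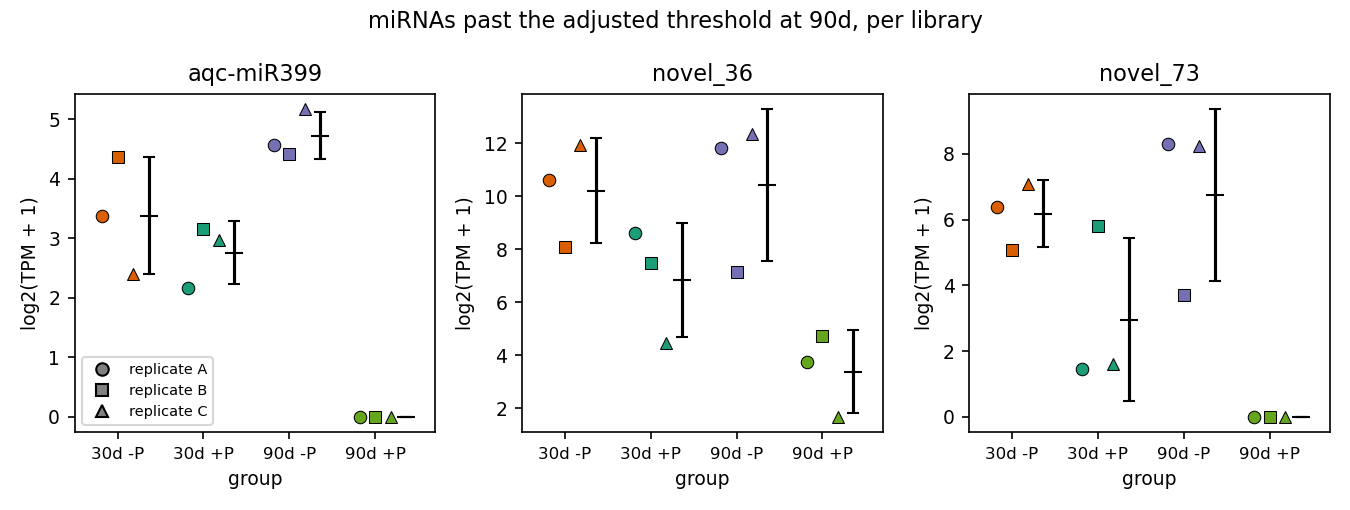
Level of aqc-miR399, novel_36 and novel_73 in each of the 12 libraries as log2(TPM + 1) on the y axis, by group on the x axis, with point shapes for replicates and a black bar for the mean and SD of the 3 plotted values. All 90d -P libraries lie above all 90d +P libraries, in which aqc-miR399 and novel_73 had 0 counts.

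These 3 calls were close to the threshold. The number of calls was 9 with the newer edgeR method, 8 with DESeq2 on 12 libraries and 0 with the stricter filter or with edgeR on 6 libraries. It fell to 0 without 90d -P replicate A or C and without 90d +P replicate A, B or C, and rose to 4 without 90d -P replicate B. The adjusted p of aqc-miR399 over all alternatives ranged from 4.21e-05 to 0.144, and its direction was higher under -P in every scaling. At an unadjusted p under 0.05 there were 11 miRNAs, against 6.85 by chance. All 11 passed the unadjusted rule, with 6 higher and 5 lower, of which 1 was known. The count was 6 without 90d -P replicate C and 17 without 90d +P replicate C. The split was 11 higher and 2 lower with library totals only and 7 and 3 with totals that left out aqc-miR166e. Other fits leaned either way, at 6 and 14 with DESeq2 on 12 libraries, 7 and 15 with DESeq2 on 6 libraries, 6 and 15 with edgeR on 6 libraries or the newer edgeR method, and 13 and 0 with limma on TPM + 1. Library totals moved the median log2 fold change of all tested miRNAs by 0.42, from -0.44 to -0.02. novel_79 was at 22.0 ± 5.38 TPM (SD, n = 3) in 90d -P and 54.5 ± 13.4 TPM (SD, n = 3) in 90d +P, lower in all 3 of the -P libraries, with a log2 fold change of -1.70 (SE 0.81) and an adjusted p of 0.482. DESeq2 on 12 libraries gave it an adjusted p of 0.0387 and the newer edgeR method 0.0464, in a range up to 0.905. novel_286 was at 6.62 ± 2.77 TPM (SD, n = 3) and 23.8 ± 18.0 TPM (SD, n = 3), lower in all 3 of the -P libraries, with a log2 fold change of -2.28 (SE 1.30) and an adjusted p of 0.594.

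The comparison of 90d -P with 30d -P followed the change in deficient leaves over time. edgeR gave 0 miRNAs with an adjusted p under 0.05, and the smallest adjusted p was 0.476. DESeq2 gave 1 on 12 libraries, 11 on 6 libraries and 6 on 6 libraries with no filter, and limma gave 0. At an unadjusted p under 0.05 there were 11 miRNAs, which all passed the unadjusted rule, with 4 higher and 7 lower at 90d. Totals without aqc-miR166e gave 8 higher and 5 lower, and TMMwsp gave 4 and 12, with a shift of -0.43 in the median log2 fold change. The count rose to 27 without 30d -P replicate C and fell to 6 without 90d -P replicate A. novel_196 was at 606 ± 445 TPM (SD, n = 3) in 90d -P and 54.1 ± 23.7 TPM (SD, n = 3) in 30d -P, higher in all 3 of the 90d libraries. Its log2 fold change was 3.46 (SE 1.06) with an adjusted p of 0.476, and DESeq2 on 6 libraries gave 0.00207 in a range up to 0.615. novel_269 rose from 2.01 ± 0.780 TPM (SD, n = 3) to 12.02 ± 1.20 TPM (SD, n = 3), higher in all 3 of the 90d libraries, with a log2 fold change of 2.69 (SE 1.10) and an adjusted p of 0.476. novel_188 was below the filter, with 1 count over the 30d -P libraries and 20, 7 and 9 counts in the 90d -P libraries. Without a filter its log2 fold change was 3.80 with an adjusted p of 0.472. aqc-miR399 had a log2 fold change of 1.22 (SE 0.99) with an adjusted p of 0.685 and an unadjusted p of 0.240 in edgeR's quasi-likelihood test.

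The comparison of 90d +P with 30d +P gives the change over the same time without deficiency. edgeR gave 0 miRNAs with an adjusted p under 0.05, with a smallest adjusted p of 0.134. Other fits differed, with 31 calls by DESeq2 on 12 libraries, 14 by DESeq2 on 6 libraries, 19 by the newer edgeR method, 1 with the stricter filter and 0 by limma. At an unadjusted p under 0.05 there were 36 miRNAs, against 6.85 by chance, and all passed the unadjusted rule with 18 higher and 18 lower at 90d. The split depended on scaling, at 8 higher and 39 lower with library totals only, 15 and 26 with RLE size factors and 12 and 26 with TMMwsp. It leaned the other way with the stricter filter, at 22 and 10, and with the newer edgeR method, at 25 and 16. Library totals moved the median log2 fold change by -0.75. The count was 22 without 90d +P replicate A. novel_196 was also higher at 90d under +P, at 450 ± 385 TPM (SD, n = 3) against 81.6 ± 50.8 TPM (SD, n = 3), with a log2 fold change of 3.06 (SE 1.04) and an adjusted p of 0.134. novel_269 went the other way under +P, with a log2 fold change of -1.47 (SE 1.03) and an adjusted p of 0.359. aqc-miR166e had a log2 fold change of 1.31 (SE 0.46) with an adjusted p of 0.134, and the stricter filter gave 0.0480 in a range from 0.0189 to 0.236. aqc-miR399 was at least 6.85-fold lower in 90d +P than in 30d +P. In edgeR's quasi-likelihood test its unadjusted p was 0.00485 and its adjusted p over all miRNAs was 0.134. DESeq2 on 12 libraries gave it 0.0186, in a range up to 0.244.

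Whether the phosphorus response differed between time points was tested directly by the interaction. edgeR gave 0 miRNAs with an adjusted p under 0.05 and a smallest adjusted p of 0.530, and DESeq2 and limma also gave 0. At an unadjusted p under 0.05 there were 7 miRNAs, against 6.85 by chance. aqc-miR399 had the smallest unadjusted p, 0.00387, which was not past the threshold when adjusted over all miRNAs (0.530).

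**Figure D3:**
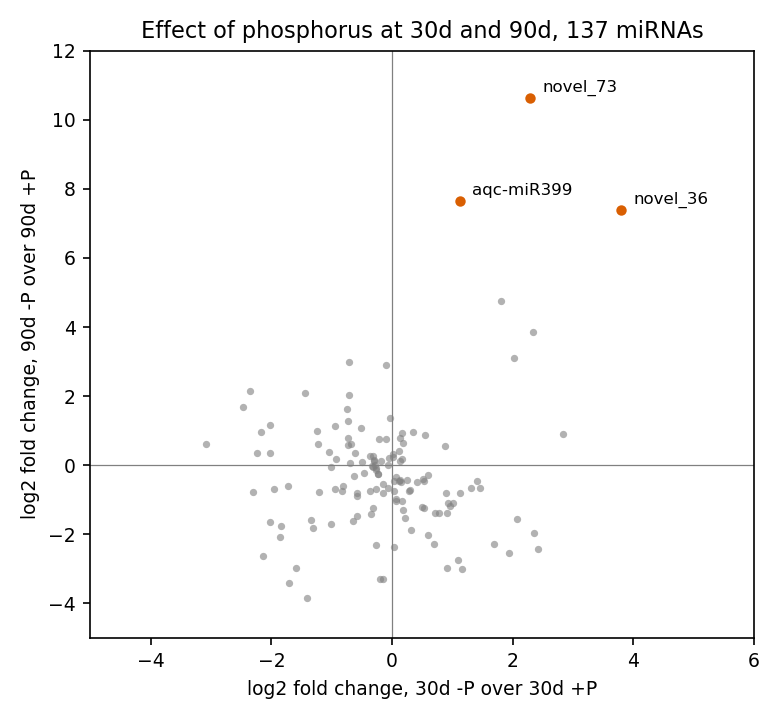
Log2 fold change of -P over +P at 30d (x axis) and at 90d (y axis) for the 137 tested miRNAs, 1 point each, with the 3 miRNAs past the adjusted threshold at 90d in orange. Most points lie around 0 on both axes, and the heights of aqc-miR399 and novel_73 rest on 0 counts in 90d +P and so depend on the prior count of the fit.

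Across the 137 tested miRNAs, which are not independent replicates, the fitted phosphorus effects at 30d and 90d had a Pearson r of 0.181 and a Spearman rho of -0.118. Of 100 regroupings of the libraries within time points, 22 gave an r as far from 0 (permutation p = 0.22, 0.22 adjusted over the 2 relations). In a separate set, all 80 of the 200 possible regroupings that part every letter pair at 30d, as the real one does, 26 did so. Without the 5 miRNAs at 0 counts in a whole group the r was 0.0763. The fitted time effects under -P and +P had an r of 0.417 and a rho of 0.453, and 15 of 100 regroupings gave an r as far from 0 (permutation p = 0.15, 0.22 adjusted). Neither relation was larger than regrouping of the libraries gives. By the unadjusted rule, 3 miRNAs passed in both phosphorus comparisons (novel_36, novel_56 and novel_61, all higher under -P), and 2 passed in both time comparisons (novel_87 and novel_196).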

Values the study reported

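By an unadjusted p-value rule, the study reported 11 differentially expressed miRNAs between -P and +P leaves at 30d, of which 4 were higher and 7 lower under -P. At 90d it reported 24, with 8 higher and 16 lower under -P, made up of 3 known and 21 newly predicted miRNAs. Between 30d -P and 90d -P leaves it reported 25, of which 15 were given as upregulated and 10 as downregulated, with 2 known and 23 newly predicted miRNAs. The study also named miR399 as upregulated under -P at 90d. It checked selected miRNAs and target genes by qRT-PCR and described the results as matching its sequencing.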

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

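The counting test of aqc-miR399 and all 3 tests of the opposite ordering were chosen after the result was seen. No group has more than 3 libraries, so no single library was tested as an outlier.

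aqc-miR399 was singled out because its phosphorus effect differed between the time points. The effect at 90d exceeded that at 30d by 6.52 on the log2 scale in edgeR's quasi-likelihood test. The unadjusted p was 0.00387, which does not pass when adjusted over all miRNAs (0.530). The fitted size depends on the prior count, because all 3 of the 90d +P libraries had 0 counts. The pooled level was 11.5 TPM in 30d -P, 6.19 TPM in 30d +P and 25.4 TPM in 90d -P. It was at most 0.904 TPM in 90d +P (3 counts over the group). Replicate B supplied 15 of the 23 counts behind the 30d -P level. Library depth is argued against as the cause. At the 30d +P level, 20.6 counts would be expected in the pooled 90d +P libraries, where 0 were observed. The 15 counts of both +P groups together were tested for a split in proportion to pooled depth. This exact two-sided binomial test gave a p of 2.38e-06, for counting error only. Scaling is argued against as well, since the smallest difference over 4 other scalings was 6.44. Leaving out single libraries gave 5.99 to 7.34, with adjusted p values up to 0.819. The size was smaller in limma, at 4.11 on log2(TPM + 1) and 1.496 on log2(TPM + 10), with adjusted p values of 0.297 and 0.347. No alternative was past the threshold over all miRNAs, with adjusted p values from 0.0730. In these data the pooled level fell more between 30d and 90d under +P, at least 6.85-fold, than it rose under -P. A response of aqc-miR399 to phosphate that grows with time may explain this, as may an age effect under sufficient phosphate. Both are hypotheses, and the 3 libraries per group leave them open.

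novel_114, novel_269 and novel_94 were singled out because every 30d -P library was below every 30d +P library and every 90d -P library was above every 90d +P library in deposited TPM. The phosphorus effect at 90d minus that at 30d was 3.21 for novel_114, 4.16 for novel_269 and 4.52 for novel_94 on the log2 scale. edgeR gave unadjusted p values of 0.0668, 0.0155 and 0.0296, and adjusted p values of 0.620, 0.530 and 0.620. The ordering was first looked for in TMM-scaled values, where no miRNA showed it, and was then defined on TPM, where 3 did. Of 100 regroupings of the libraries within time points, 6 gave at least 3 such miRNAs. The 100 were drawn from 200 possible regroupings. In a separate set, all 80 of the 200 that part every letter pair at 30d, as the real one does, only the real one, 1 of 80, did. Chance among the miRNAs tested is thus argued against only with the 30d letter pairs kept, in a count made after the first was known, and it stays open. The ordering also depends on scaling, since 0 of the 3 kept it under TMM, RLE size factors or totals without aqc-miR166e, and TMMwsp kept only novel_94. Their mean levels did not exceed 19.4 TPM in any group. A scaling effect or chance may explain the ordering, and a phosphorus response that turns with time was not shown.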

How the results depend on the processing

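TMMwsp scaling, totals without aqc-miR166e, the newer edgeR method and DESeq2 on 6 libraries with no filter were chosen after seeing the data. The main edgeR method was settled as the default of the installed version when the counts from both methods were known. The newer method would have given 9 calls in place of 3 at 90d between phosphorus levels and 19 in place of 0 between 90d +P and 30d +P. On simulated data its share of false calls was 13.9% for the first of these comparisons and 3.67% for the second. The default gave 2.70% and 2.17%. The newer method recovered 78.7% and 70.0% of changed miRNAs. Without any change it gave calls in 1 of 10 runs in each of these comparisons, against 0 of 10 with the default. The simulations do not cover the differences in composition between the real libraries, so they compare the methods only without these.

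By adjusted p, the counts of 0 at 30d between phosphorus levels and for the interaction were 0 in every alternative run. At 90d between phosphorus levels, where the main count was 3, it was 5 with RLE size factors, library totals only, no filter, TMMwsp and limma on TPM + 10, 6 with limma on TPM + 1 with or without the filter, 7 with DESeq2 on 6 libraries with or without the filter, 8 with DESeq2 on 12 libraries, 9 with the newer edgeR method, and 0 with the stricter filter and with edgeR on 6 libraries. Every alternative with at least 5 calls kept the same 3 miRNAs, except limma on TPM + 10, which kept 2. The stricter filter removed aqc-miR399 from the test, and gave novel_36 and novel_73 an adjusted p of 0.0538. edgeR on 6 libraries had fewer samples. For the rest the cause was not tested. Leaving out 1 library gave 0 to 4 calls, and 0 in all cases but 90d -P replicate B. For 90d -P against 30d -P, where the main count was 0, DESeq2 gave 1 on 12 libraries, 11 on 6 libraries and 6 without a filter. For 90d +P against 30d +P, where the main count was 0, it was 31, 14 and 11 with the same DESeq2 fits, 19 with the newer edgeR method and 1 with the stricter filter. DESeq2 left the adjusted p undefined for 45 miRNAs in the first of these time comparisons on 6 libraries and for 104 in the second without a filter. The cause was not tested.

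By the unadjusted rule, the 5 calls at 30d became 12 with no filter and with limma on TPM + 1 without a filter, 11 with DESeq2 on 6 libraries without a filter, 10 with DESeq2 on 12 libraries and with the newer edgeR method, and 9 with limma on TPM + 1. Leaving out 1 library gave 2 to 11. The 11 calls at 90d between phosphorus levels became 20 with DESeq2 on 12 libraries, 22 on 6 libraries and 23 without a filter, and 21 with edgeR on 6 libraries and with the newer edgeR method. Leaving out 1 library gave 6 (without 90d -P replicate C) to 17 (without 90d +P replicate C). The 11 calls for 90d -P against 30d -P became 22 with no filter and with DESeq2 on 12 libraries, 19 with DESeq2 on 6 libraries, 25 without a filter, 21 with edgeR on 6 libraries, 17 with limma on TPM + 1 and 24 with limma without a filter. Leaving out 1 library gave 6 to 27. The 36 calls for 90d +P against 30d +P ranged from 25 to 54 over the other alternatives and from 22 to 49 when 1 library was left out. The cause was not tested.

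The difference in the known share between phosphorus levels changed sign at 30d from 0.916 to -4.56 percentage points when aqc-miR166e was left out, and at 90d from -1.69 to 4.57. Under +P the difference between time points went from 11.9 to -7.94. The size of the aqc-miR166e share itself sets these changes. Leaving out 1 library gave -3.57 to 7.07 at 30d and -7.67 to 1.37 at 90d between phosphorus levels. It gave 3.17 to 12.9 between time points under -P and 7.45 to 17.9 under +P.

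With the replicate letter as a block, the adjusted counts were 0 in all 4 comparisons and for the interaction, so the 3 calls at 90d were lost, with an adjusted p of 0.0568 for each of them. The letters were not taken to pair the libraries in that comparison, where the correlations of same-letter deviations were 0.248, -0.267 and -0.159. They were -0.221, 0.0466 and 0.103 for time under -P and 0.122, 0.214 and -0.0210 for time under +P. By the unadjusted rule the block gave 4 calls at 30d, where the letters were taken to pair the libraries. It gave 9 at 90d, 12 for time under -P and 34 for time under +P. The correlation of effects with the block was 0.219 for phosphorus and 0.404 for time. By adjusted p the block changed no call at 30d. By the unadjusted rule 3 of the 5 calls at 30d kept their call, as did 8 of 11 at 90d, 8 of 11 for time under -P and 26 of 36 for time under +P. The higher and lower calls went from 4 and 7 to 8 and 4 for time under -P, and from 18 and 18 to 22 and 12 for time under +P.

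The Pearson correlation of the phosphorus effects ranged from 0.0990 to 0.327 over the alternative fits and libraries left out, and that of the time effects from 0.359 to 0.581. Without the 5 miRNAs at 0 counts in a whole group the values were 0.0763 and 0.463. The Spearman rho of the phosphorus effects was negative, at -0.118, and -0.175 without those 5. Among 418 values of single named miRNAs under alternatives, 418 kept their direction, 24 lost a call and 13 gained one. The 24 losses all concern aqc-miR399, novel_36 and novel_73 at 90d, whose adjusted p reached 0.144, 0.179 and 0.175 when 1 library was left out. Depth limits what can be said of the scarcest miRNAs, since 0 counts in a pooled group still allow up to 0.904 TPM in 90d +P and 1.499 TPM in 30d -P.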

Other observations

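The swap test and the shared time signature of the 30d C libraries, the mislabelling test of 90d -P replicate B and both tests of calls shared between time points were chosen after the result was seen.

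Both 30d replicate C libraries resembled 90d -P leaves more than their own group. For 30d -P replicate C the mean r was 0.913 with the 90d -P libraries and 0.865 with its own group, and for 30d +P replicate C it was 0.911 and 0.855. Depth is argued against as the cause, because after thinning every library to the smallest total the gaps were still 0.0375 and 0.0432. The gaps in Spearman rho were 0.0831 and 0.0891, which does not test scaling, since a scaling factor shifts a library as a whole and hardly moves r. In all of these, each correlation with a 90d -P library was above each correlation with the library's own group. A swap of labels between a 30d and a 90d library is argued against, since 0 of the 6 libraries from 90d was closer to a 30d group than to its own. On a scale built from 20 miRNAs each way that separate time points in the A and B libraries alone, with 0 at 30d and 1 at 90d, the 30d C libraries lay at 0.713 under -P and 0.580 under +P, and the 90d C libraries at 0.820 and 0.655. With A left out instead, the 30d A libraries lay at 0.0318 and 0.116, and with B left out the 30d B libraries lay at 0.0469 and -0.249. These 2 scales have the 30d C libraries in their reference, so their 0 differs from that of the first scale. With A left out, the 30d B libraries lay at -0.273 and -0.471 and the 30d C libraries at 0.266 and 0.478. The positions are thus not directly comparable between scales. A candidate explanation is that the 30d C leaves were in a later state than the A and B leaves, or that single labels are wrong or samples were mixed, and these stay open. Leaving out 30d -P replicate C raised the calls between 90d -P and 30d -P by the unadjusted rule from 11 to 27, and leaving out 30d +P replicate C raised those between 90d +P and 30d +P from 36 to 49.

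Other groupings of the same libraries bear on each count of calls. With 3 libraries against 3 there are 10 splits, so chance can never be excluded at 0.05. For the adjusted counts, 10 of the 10 splits gave as many calls as the real one at 30d, 1 of 10 at 90d, 10 of 10 for time under -P and 10 of 10 for time under +P, where counts of 0 fix the outcome. For the interaction it was 100 of 100 splits, drawn from 200 possible ones. In a separate set, all those of the 200 that part every letter pair at 30d, it was 80 of 80. By the unadjusted rule it was 8 of 10 at 30d, 4 of 10 at 90d, 2 of 10 for time under -P and 1 of 10 for time under +P. For the correlations of effects it was 22 and 15 of 100 regroupings. At 30d the letters were taken to pair the libraries. There the 4 splits that part all 3 letter pairs gave 2 to 7 calls, and 2 of these 4 reached the 5 of the real split. The 6 splits that part only 1 pair gave 12 to 31 calls. With the letter as a block the real split gave 4 calls. Differences between replicate letters at 30d were thus larger than those between phosphorus levels in these libraries.

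In 90d -P replicate B novel_36, novel_73 and novel_51 were all low, with 141, 12.1 and 120 TPM against 3596, 312 and 849 TPM in replicate A and 5240, 299 and 1232 TPM in replicate C. novel_51 was named after its values were seen, and had an adjusted p of 0.0534 at 90d. A mislabelled 90d +P library is argued against, since aqc-miR399 was at 20.5 TPM there, with a lower 95% limit of 13.5 TPM. That is above the largest upper limit of 4.07 TPM in the 90d +P libraries. Limits were not compared with the 30d +P libraries, so a mislabelled 30d +P library stays open. In those libraries aqc-miR399 was at 7.89 TPM or below. The levels of novel_36, novel_73 and novel_51 in 90d -P replicate B lay within the 30d +P ranges. The library most similar to it was 30d +P replicate C, with an r of 0.938. Depth is argued against too, because the smallest of the 3 ratios after thinning was 7.47. No biological explanation was tested.

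At 30d and at 90d, 3 miRNAs (novel_36, novel_56 and novel_61) passed the unadjusted rule in the same direction, although the comparisons share no library. Of 100 regroupings within time points, 5 gave at least 3 such miRNAs, with a median of 0 and a largest value of 4. These 100, drawn from 200 possible ones, mix 30d splits that part 1 letter pair with those that part all 3. In a separate set, all 80 of the 200 that part all 3 pairs, as the real one does, only the real one, 1 of 80, gave as many. Chance among the miRNAs tested is thus argued against only with the 30d letter pairs kept, in a count made after the first was known, and it stays open. A phosphorus response of these miRNAs at both time points may be worth a test with more replicates.

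Between 90d -P and 90d +P, the libraries of the groups did not overlap in deposited TPM for 22.6% of the 137 tested miRNAs. Chance gives 10% on average over the splits of the libraries, and the observed share was 26.3% with TMM scaling. For 30d -P against 30d +P it was 4.38% and 2.92%. It was 21.9% for time under -P in both scalings, and 30.7% and 21.9% for time under +P. The tested miRNAs share the same libraries and are not independent. The share was not compared with other splits of the libraries, so an excess over chance was not shown.

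Several counts differ from those quoted above. By the unadjusted rule there were 5 miRNAs at 30d here. That is lower than the value quoted from the study above. At 90d there were 11 here, 1 of them known. That is lower than the values quoted from the study above. Between 90d -P and 30d -P there were 11 here, 0 of them known. That is lower than the values quoted from the study above. DESeq2 on the 6 libraries of each comparison with no filter was the closest to the stated method. By the unadjusted rule it gave 11 at 30d (4 higher and 7 lower), 23 at 90d (7 higher and 16 lower) and 25 for time under -P. Of these, 0, 2 and 2 were known and 11, 21 and 23 predicted. By an unadjusted p under 0.05 alone, which the study's figure caption names, the same fit gave 11, 24 and 25. In that fit 10 of the 25 were higher at 90d and 15 lower. The higher and lower counts are exchanged relative to the values quoted from the study above. In the same fit novel_188, novel_196 and novel_269 were higher at 90d. The counts by adjusted p in this fit were 0, 7 and 6.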
